# Curcumin Intake Affects miRNA Signature in Murine Melanoma with mmu-miR-205-5p Most Significantly Altered

**DOI:** 10.1371/journal.pone.0081122

**Published:** 2013-12-12

**Authors:** Indra N. Dahmke, Christina Backes, Jeannette Rudzitis-Auth, Matthias W. Laschke, Petra Leidinger, Michael D. Menger, Eckart Meese, Ulrich Mahlknecht

## Abstract

Melanoma is the most aggressive form of skin cancer with estimated 48,000 deaths per year worldwide. The polyphenol curcumin derived from the plant *Curcuma longa* is well known for its anti-inflammatory and anti-cancerogenic properties. Accordingly, dietary intake of this compound may be suitable for melanoma prevention. However, how this compound affects basic cellular mechanisms in developing melanoma still remains elusive. Therefore, the aim of this study was to investigate for the first time the impact of oral curcumin administration on the miRNA signature of engrafting melanoma. For this purpose, the effects of a 4% curcumin diet were tested on melanoma, which were established by injection of murine B78H1 cells in the flank of C57BL/6 mice. Curcumin diet or standard chow (control) was administered two weeks prior to injection of tumor cells until termination of the experiment. High throughput chip-based array analysis was deployed to detect alterations in the miRNA signature of the tumors. Curcumin treatment significantly reduced the growth of the flank tumors. Furthermore the miRNA expression signature in tumors was substantially altered by curcumin intake with mmu-miR-205-5p over 100 times higher expressed when compared to controls. The expression levels of identified key miRNAs in the tumor samples were confirmed by quantitative real-time polymerase chain reaction (qRT-PCR). A comparable expression pattern of these miRNAs was also detected in other curcumin-treated melanoma cell lines under *in vitro* conditions. Putative targets of curcumin-induced up-regulated miRNAs were enriched in ‘o-glycan biosynthesis’, ‘endoplasmatic reticulum protein processing’ and different cancer-related pathways. Western Blot analyses revealed that of these targets anti-apoptotic B-cell CLL/lymphoma 2 (Bcl-2) and proliferating cell nuclear antigen (PCNA) were significantly down-regulated in curcumin-treated tumors. These findings demonstrate a profound alteration of the miRNA expression signature in engrafting curcumin-treated melanoma with mmu-miR-205-5p being up-regulated most significantly.

## Introduction

Small non-coding RNAs, so-called microRNAs (miRNAs, miRs), post-transcriptionally attenuate many cellular processes [1], [2]. These evolutionary conserved miRNAs are about 22 nucleotides long and decrease protein expression in proliferating cells by binding to corresponding mRNAs leading either to transcriptional silencing or to mRNA degradation. Deregulation of the miRNA profile is found in many diseases including cancer [3]. For instance, miRNAs with anti-proliferative and anti-angiogenic properties such as hsa-miR-15, hsa-miR-16 or hsa-miR-221/-222 targeting vascular endothelial factor (VEGF), anti-B-cell CLL/lymphoma 2 (Bcl-2) and stem cell receptor c-kit, respectively, play an important role in either preventing or initiating carcinogenesis [4], [5], [6]. Because most mammalian mRNAs have been shown to be targeted by miRNAs, disease-associated expression changes are mirrored by changes of the miRNA profiles [7], [8]. As miRNAs can be purified from blood samples, it was suggested to utilize them as biomarkers for common illnesses, including cardiovascular diseases and cancer [9], [10]. Moreover, miRNA expression profiles may also be suitable as markers to evaluate the safety and efficacy of anti-cancer agents or to predict therapy response [11], [12], [13].

Melanoma is a highly metastatic skin cancer derived from malignant melanocytes. Since curing malignant melanoma remains difficult, evading risk factors is of upmost importance. Herein the avoidance of prolonged sun exposure and sunburns is most important and can be supported by additional dietary chemoprevention with green tea flavonoids, proanthocyanides, and vitamin E [14]. Also, the polyphenol curcumin (diferuloylmethan) derived from the rhizome of *Curcuma longa* has been thoroughly described for its chemopreventive effects by down-regulation of cellular pathways involved in protein-biosynthesis, mitochondrial activity and free radical scavenging [15], [16]. Oral administration of curcumin was shown to reduce skin inflammation, to support skin healing and even to suppress the development of chemically induced skin cancer in different animal models [17], [18], [19]. Besides, phase I and phase II clinical trials have demonstrated promising effects of oral curcumin administration in patients with colorectal neoplasia, advanced pancreatic and breast cancer either with or without additional chemotherapy [20], [21], [22], [23].

Recently, curcumin has been shown to influence miRNAs of different tumor entities, including pancreatic, breast and lung cancer cells [24], [25], [26]. For instance, down-regulation of *oncomir* hsa-miR-21 was found in colorectal cancer cells after stimulation with curcumin [27]. In addition, miRNAs from the hsa-let-7 and hsa-mir-200 families were up-regulated and hsa-miR-21 down-regulated by a synthetic curcumin derivate [28], [29].

In the present study we investigated the effects of oral curcumin intake on melanoma growth with the goal to identify potential changes of the tumor miRNA signature. We demonstrate a growth-inhibitory effect of dietary curcumin and profound changes in miRNA expression with mmu-miR-205-5p being up-regulated most significantly.

## Materials and Methods

### Curcumin

C3 complex, referred to in this article as curcumin, consisting of 77% curcumin, 17% demethoxycurcumin, and 3% bis-demethoxycurcumin was purchased in powdered form from Sabinsa Corporation.

### Ethics Statement

All animal care and experimental procedures were approved by the local governmental animal care committee (*Landesamt für Verbraucherschutz*, *Abteilung C Lebensmittel- und Veterinärwesen*, Saarbrücken, Germany; Permit Number: 07/2010) and were conducted in accordance with the European legislation on protection of animals (Guide line 2010/63/EU) and the NIH Guidelines for the Care and Use of Laboratory Animals (http://oacu.od.nih.gov/regs/index.htm. 8th Edition; 2011). All experiments were performed under isoflurane anesthesia, and all efforts were made to minimize animal suffering.

### Animals and curcumin diet

Male C57BL/6 mice with a body weight (b.w.) of 20-22g were used for the study and housed in groups of 3–4 animals. The animals were kept in a temperature- and humidity-controlled 12 h dark/light environment of the animal care facility of the Institute for Clinical and Experimental Surgery at the University of Saarland. They were allowed free access to tap water and animal chow (ssniff Spezialdiäten GmbH). The diet consisted of either standard mouse chow (control group) or chow enriched with 4% of curcumin (treatment group) prepared from the same batch. This equals a curcumin intake of 8 g/kg b.w. or 160 mg per day. The dietary intervention started 14 days before tumor induction and continued until the end of the *in vivo* experiments.

### Flank model

For continuous measurements of tumor size over 28 days, 1×10^5^ B78H1 cells were injected subcutaneously in each flank of male C57BL/6 mice (curcumin diet: n = 7, control: n = 6). B78H1 cells are murine amelanotic melanoma cells, which are Tap-2 and MHC-I negative clones derived from B16 cells in the laboratory of S. Silagi [30]. The B78H1 cells were a kind gift from the Laboratory of Immunology and Biology of Metastasis of the Department of Experimental Pathology at the University of Bologna [31]. Once a week tumor volumes were assessed by means of the high-resolution ultrasound imaging system Vevo 770 (VisualSonics, Inc.). For this purpose, the mice were anesthetized with 4% isoflurane (Baxter) and fixed in supine position on a heated stage. Anesthesia was maintained at 2% isoflurane and ultrasound coupling gel (Aquasonic 100; Parker Laboratories Inc.) was generously applied to the flanks before images were obtained. The stage was driven by a motorized mechanism so that the real-time microvisualization (RMV) 707B-scanhead (Visual Sonics; 30 MHz) was conducted linearly across the skin of the animals. To acquire parallel two-dimensional (2D) images, recording was done at regular spatial intervals, uniformly spaced at 100 µm over the visual tumor and its close vicinity, with a field of view of 17×17 mm^2^. A predefined parallel geometry of the 2D images allowed 3D image reconstructions and subsequent determination of tumor volumes. After killing the animals with an overdose of pentobarbital, tumors were extracted and divided up in samples for miRNA isolation and analyses, quantitative real-time polymerase chain reaction (qRT-PCR), Western Blotting and immunohistochemistry.

### miRNA isolation and analysis

Total RNA was isolated after phenol/guanidine-based lysis of 50 µg samples from flank tumors by silicamembrane-based purification with the miRNeasy Mini Kit (Qiagen) following the manufacturer's instructions. Isolated RNA was analyzed on mouse Sure Print G3 miRNA V17.0 microarray chips (8x60K; # G4859B) from Agilent Technologies based on miRBase, release 17.0, representing 1079 mouse miRNAs with 40 replicates [32]. Briefly, hybridization of Cyanine3-labeled miRNA samples to the high-definition arrays was carried out at 55°C for 20 h under constant rotation (20 rpm). Array-chips were scanned in a high resolution microarray scanner from Agilent Technologies using Scan Control 8.5.1 software, 3 microns resolution in double path mode. Signal intensity values were extracted from the raw data file using *feature extraction software* (Agilent Technologies). We used the computed *gTotalProbeSignal*, which is the average of all the background corrected signals for each replicated probe. Then we summed up the *gTotalProbeSignals* to calculate the total expression value for each miRNA per sample. Quantile normalization was applied to normalize expression values across the arrays using the *preprocessCore* package of the programming language *R*. We performed a log2 transformation of the data, which were then deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE47211 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc= GSE47211) [33]. For cluster analysis, we applied complete linkage hierarchical clustering using the Euclidian distance to compute the dissimilarity of miRNA (rows) and samples (columns) independently of each other. To compare expression values of miRNAs between the control and treatment groups, we applied the independent two-tailed *t*-test to find significantly deregulated miRNAs. The computed *P*-values were adjusted for multiple testing using the FDR (false discovery rate) approach by Benjamini and Hochberg [34]. MiRNAs with a FDR adjusted *P*-value smaller than 0.05 were considered statistically significant.

### Pathway analysis of miRNA

For *in silico* data mining predicted mouse miRNA targets were downloaded from miRDB (http://mirdb.org/miRDB/). Pathways putatively regulated by miRNAs which are altered by curcumin consumption were found by over-representation analysis (ORA). This was carried out by means of the online analysis-tool *GeneTrail* [35]. As test sets we used the targets of the up-regulated and the down-regulated miRNAs found differentially expressed comparing treatment and control group. As reference set we used the targets of all mouse miRNAs on the microarray. *GeneTrail* exhibited a search in disease relevant cellular pathways in the Kyoto Encyclopedia of Genes and Genomes (KEGG) for enrichment of putative miRNA targets [36]. The *P*-values for the KEGG pathways were FDR adjusted and considered significant if smaller than 0.05.

### qRT-PCR of tumor samples

For the validation of the miRNA microarray results, qRT-PCR was performed to analyze the expression of the four selected miRNAs mmu-miR-205-5p, mmu-miR-205-3p, mmu-miR-142-5p and mmu-miR-130b-3p using miScript PCR System (Qiagen). For this purpose, RNA of tumor samples was reversely transcribed into cDNA with the miScript II RT Kit (Qiagen). The samples were analyzed by StepOnePlus™ RT-PCR System (Applied Biosystems) with miScript primer assays (Qiagen), according to the instructions of the manufacturer. RNU6B was used as endogenous control.

### Western Blot analysis

To investigate the expression of putative targets of mmu-miR-205-5p, which was identified to be the most up-regulated miRNA under curcumin treatment, the whole protein fractions were purified from the organic phase of the phenol/guanidine-based RNA-isolation of four randomly chosen curcumin-treated and four control tumors. Then, 7.5 µg of protein were loaded per lane, separated discontinuously on 12% sodium dodecylsulfate polyacrylamide gels and transferred to nitrocellulose membranes (BioRad). After blocking of non-specific binding sites, membranes were incubated overnight at 4°C with a mouse monoclonal anti-Bcl-2 antibody (1∶1.000; Cell Signaling), a mouse monoclonal anti-proliferating cell nuclear antigen (PCNA) antibody (1∶1.000; DAKO) and a rabbit polyclonal anti-E2F1 antibody (1∶200; Santa Cruz) followed by the corresponding horseradish peroxidase (HRP)-conjugated secondary antibodies (1∶5.000; Dianova). Protein expression was visualized using luminol-enhanced chemiluminescence (ECL Plus; GE Healthcare) and autoradiography film (Hyperfilm; GE Healthcare) as specified by the manufacturer. Signals were densitometrically assessed with the gel analysis tool of the software *ImageJ*.

### Immunohistochemistry

Formalin-fixed specimens of curcumin-treated and control tumors were embedded in paraffin. To analyze the microvessel density of the tumors by immunohistochemical detection of the endothelial cell marker CD31, 2 µm-thick sections were cut and stained with a monoclonal rat anti-mouse CD31 antibody (1∶30; Dianova) as primary antibody followed by cyanin-3-coupled goat anti-rat IgG (1∶50; Dianova) as secondary antibody. Counterstaining of cell nuclei was performed with Hoechst (1∶500; Sigma-Aldrich). Subsequently, sections were examined using a BZ-8000 microscope (Keyence) for the quantitative analysis of the microvessel density within the tumors, given in mm^−2^.

### qRT-PCR of melanoma cell lines

To investigate whether the curcumin-induced expression pattern of the key miRNAs identified in the *in vivo* experiments is also transferable to other melanoma cell lines, murine B78H1 cells as well as human SK-MEL-28 (ATCC® HTB-72™) and MeWo cells (ATCC® HTB-65™) were treated with 20 µM curcumin or vehicle (0.1% DMSO; control) at 37°C and 5% CO_2_ for 48 h. Subsequently, the cells were harvested and the expression of mmu-miR-205-5p, mmu-miR-205-3p (or hsa-miR-205-3p for human cells), mmu-miR-142-5p and mmu-miR-130b-3p was analyzed by qRT-PCR, as described above.

### Flow cytometric analysis of B78H1 cells

To investigate the effect of curcumin treatment on proliferation and apoptosis of unsynchronized B78H1 cells, cell cycle analyses were performed by means of flow cytometry. For this purpose, B78H1 cells were treated with 20 µM and 40 µM curcumin or vehicle (0.1% DMSO; control) at 37°C and 5% CO_2_ for 48 h. Subsequently, the cells were fixed in methanol and stored at −20°C overnight. After thawing and washing, the cells were then treated with RNase A (1∶400, 10 mg/mL stock solution; Macherey-Nagel), stained with propidium iodide (1∶100, 1 mg/mL stock solution; Sigma-Aldrich) and analyzed by means of a FACScan™ (BD Biosystems). Four independent experiments were performed and each sample was analyzed in duplicate.

### Statistical analysis

Values are shown as mean ± standard error of the mean (SEM), as fold expression compared to control (qRT-PCR) or as relative expression (Western Blot analysis). Data were first analyzed for normal distribution and equal variance. Differences between two experimental groups were calculated by the unpaired Student's *t*-test. To test for time effects during the duration of the experiment within each experimental group, analysis of variance (ANOVA) for repeated measures was applied. The *post hoc* analyses included the correction of the α-error according to Bonferroni probabilities to compensate for multiple comparisons (SigmaStat; Jandel Corporation). A value of *P*<0.05 was considered statistically significant.

## Results

### Analysis of tumor growth and vascularization

We analyzed the growth of amelanotic B78H1 tumors in the flanks of curcumin-treated and untreated C57BL/6 mice by means of high-resolution ultrasound imaging. For this purpose, we subcutaneously injected 1×10^5^ B78H1 cells in both flanks of male C57BL/6 mice for the measurement of tumor growth over a period of 28 days and to obtain tumor samples for miRNA profiling. Repetitive ultrasound imaging of the developing flank tumors revealed a markedly decreased tumor volume in curcumin-treated animals at day 28 when compared to untreated controls (Figure 1). However, additional immunohistochemical analyses showed that the density of CD31-positive microvessels in curcumin-treated tumors (64±9 mm^−2^) did not significantly differ from that of controls (82±8 mm^−2^; *P* = 0.142).

**Figure 1:**
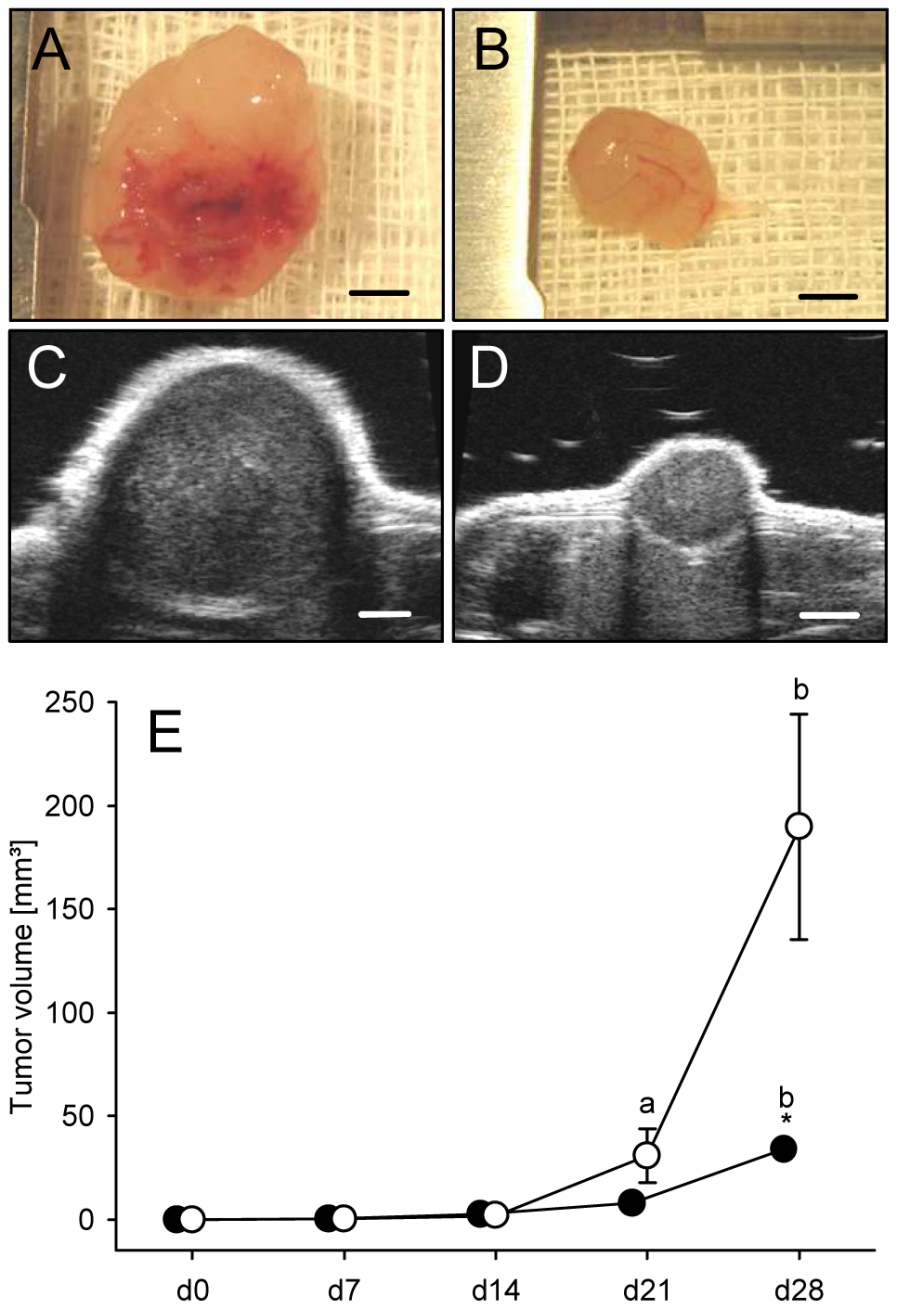
Significant growth inhibition of B78H1 melanoma by curcumin diet. A, B: Representative images of tumors from a control (A) and a curcumin-treated animal (B) at day 28. Scale bars: 2.7 mm. C, D: High resolution ultra-sound images of B78H1 tumors of either a control (C) or a curcumin-treated mouse (D) at day 28. Scale bars: 2.0 mm. E: The volume (mm^3^) of control tumors (white circles) and curcumin-treated tumors (black circles), as assessed by repetitive high-resolution ultrasound imaging. Means ± SEM. ^a^ *P*<0.05 vs. d0, d7 and d14 within the individual group; ^b^ *P*<0.05 vs. d0, d7, d14 and d21 within the individual group; *P = 0.008 vs. control tumors.

### Analysis of miRNA expression

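The RNA analyzed here came from flank tumors of 7 mice on the curcumin diet and 6 mice on the control diet, with 1 tumor and 1 array per mouse. B78H1 is an amelanotic mouse melanoma cell line derived from B16 melanoma, and the cells were injected into the flank of C57BL/6 mice. The curcumin diet contained 4% curcumin and was given from 14 days before the injection of the tumor cells, and the tumors were taken 28 days after it. The 13 arrays lay on 2 slides. Slide 1 held 3 curcumin and 2 control tumors, and slide 2 held 4 of each. The diet could therefore be compared within each slide. On both slides all control tumors lay in the first line of array positions and all curcumin tumors in the second, so that an effect of this position and an effect of the diet cannot be told apart.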

At day 28, total RNA including miRNA was extracted from flank tumors of curcumin-treated and untreated control animals. 

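The arrays carried 1079 mouse miRNAs, each measured by 1 to 4 different probes (2754 probes in all) that were printed in replicate spots, and 57 miRNAs of mouse viruses, which were left out. Each array was hybridized with RNA of 1 tumor in 1 color. The authors extracted the spot intensities with the Feature Extraction software, which subtracts the background and adds up the spots of each probe. Summed over all mouse miRNAs, the signal per array lay between 114095 and 281508 (median 205110) in curcumin tumors and between 150272 and 244666 (median 171250) in controls. The software called 272 to 370 mouse miRNAs detected in curcumin tumors (median 362) and 313 to 412 in controls (median 344). On every array mmu-miR-3963 made up 18.9% to 39.0% of the signal, and no spot was saturated.

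As in the methods, the signals of all probes of a miRNA were summed and the sums were quantile normalized across the 13 arrays. This step gives every array the same distribution of values, so all changes are relative to the other miRNAs of the array. After background subtraction 51.4% of the values were at or below 0. They were set to the smallest positive normalized value, which is −7.03 on the log2 scale and is called the floor here. A difference that rests on values at the floor depends on where the floor lies and has no rank among the others. The log2 values of both diets were compared with limma, a linear model with a spread shared between miRNAs, and the p-values were adjusted by the Benjamini-Hochberg method over all 1079 miRNAs. A fold change stated as "at least" sets the mean of the brighter group against the mean, over the arrays of the dimmer group, of the higher of the array's lowest detected miRNA and the miRNA's own value. The number of arrays limits the precision of all values.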

Following total RNA isolation from the flank tumors, we analyzed the expression of 1079 mouse miRNAs on a mouse Sure Print G3 miRNA V17.0 microarray from Agilent Technologies. We applied an independent two-tailed *t*-test to search for miRNAs that were significantly altered by curcumin intake. We identified 147 miRNAs to be significantly differentially regulated by curcumin administration with an adjusted *P*-value lower than 0.05. 

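In limma 171 of the 1079 miRNAs had an adjusted p-value below 0.05, of which 90 were higher and 81 lower in curcumin tumors. Without adjustment 285 miRNAs were below this threshold. Of the 171 miRNAs, 125 were detected on every array of at least 1 diet group (59 higher, 66 lower), 101 of them on all arrays. A further 46 were detected less often, including 6 that were detected on no array. The alternative that moved the number most was to leave out the normalization between arrays, which left 49 miRNAs (10 higher, 39 lower). The share of higher miRNAs depended on the scaling. It was 52.6% after quantile normalization, 69.5% after scaling to the 75th percentile of all miRNAs and 20.4% without normalization. When only the 304 miRNAs detected on every array of a diet group were tested, it was 41.5%. The median log2 fold change of the 243 miRNAs detected on all arrays was −0.09 after quantile normalization, −0.25 after scaling to the 75th percentile of these miRNAs, −0.04 after scaling to that of all miRNAs and −0.26 without normalization. In 29 of these 243 miRNAs all curcumin tumors lay on one side of all control tumors, whereas chance gives 0.117% of miRNAs. Of the 147 miRNAs in the paper's Table S1, 126 were among the 171, all in the same direction.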

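The fold change used for these counts was the ratio of the group medians. Among the 90 miRNAs that were higher in curcumin tumors after quantile normalization, 76 had medians more than 2-fold apart. Among the 81 lower miRNAs, 49 were below 0.5-fold. With the log2 values the authors deposited and the same limma test, the numbers were 54 of 103 higher and 61 of 123 lower miRNAs. With normexp background correction of the median spot brightness (offset 50), a setting chosen after seeing the data, 24 higher and 18 lower miRNAs passed these thresholds. The offset is added to every spot and shrinks the fold changes of dim miRNAs.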

Out of the 86 up-regulated miRNAs, we found 49 miRNAs more than two-fold up-regulated, and out of the 61 down-regulated miRNAs, we found 34 miRNAs lower than 0.5-fold down-regulated (Table S1). 

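Ranked by the limma log2 fold change among miRNAs that passed the threshold and were detected on every array of at least 1 diet group, the 10 largest rises were those of mmu-miR-205-5p, mmu-miR-142-5p, mmu-miR-21-3p, mmu-miR-146b-5p, mmu-miR-221-3p, mmu-miR-338-3p, mmu-miR-21-5p, mmu-miR-199a-5p, mmu-miR-142-3p and mmu-miR-140-3p. Apart from mmu-miR-205-5p, which had control values at the floor, these log2 fold changes lay between 2.28 and 3.51, with standard errors from 0.32 to 0.69. The control values of mmu-miR-142-5p were detected on 3 of 6 arrays and those of mmu-miR-221-3p on 4 of 6. The 10 largest falls were those of mmu-miR-501-3p, mmu-miR-711, mmu-miR-211-5p, mmu-miR-5103, mmu-miR-3096-5p, mmu-miR-3082-5p, mmu-miR-669b-5p, mmu-miR-669e-5p, mmu-miR-466h-5p and mmu-miR-362-5p. The first 2 of these have no rank, because mmu-miR-711 was at the floor on all 7 curcumin arrays and mmu-miR-501-3p on 5 of 7. In the deposited values mmu-miR-501-3p fell by 0.70 and did not pass the threshold (adjusted p = 0.0758). There mmu-miR-711 had a log2 fold change of −1.96 and passed (adjusted p = 0.00205). With a floor of 1 neither passed (adjusted p = 0.120 for mmu-miR-501-3p and 0.434 for mmu-miR-711). mmu-miR-711 was detected on 1 of 7 curcumin and 6 of 6 control arrays, although 2 of its control values were at the floor. mmu-miR-5103 fell by 2.79 (standard error 0.37, adjusted p = 0.00179) and was detected on 1 of 7 curcumin arrays and on 6 of 6 control arrays. It did not pass with either scaling to the 75th percentile or without normalization (largest adjusted p = 0.185). The falls of mmu-miR-3082-5p, mmu-miR-669b-5p, mmu-miR-669e-5p and mmu-miR-466h-5p, between −1.89 and −1.82, lost the threshold in 8 or 9 of the 13 fits that each left out 1 array.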

The ten most up-regulated miRNAs included mmu-miR-205-5p, mmu-miR-222-3p, mmu-miR-205-3p, mmu-miR-146b-5p, mmu-miR-21-5p, mmu-miR-21-3p, mmu-miR-221-3p, mmu-miR-140-3p, mmu-miR-142-5p, and mmu-miR-140-5p and the ten most down-regulated miRNAs comprised mmu-miR-211-5p, mmu-miR-3096-5p, mmu-miR-711, mmu-miR-466h-5p, mmu-miR-130b-3p, mmu-miR-3082-5p, mmu-miR-1199-5p, mmu-miR-669b-5p, mmu-miR-1187, and mmu-miR-1224-5p (Table 1). The expression levels of mmu-miR-205-5p, mmu-miR-205-3p, mmu-miR-142-5p and mmu-miR-130b-3p, which have previously been described in the literature as miRNAs with potential anti-cancer properties [37], [38], were confirmed by qRT-PCR (Figure 2). 

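On the arrays, mmu-miR-205-3p was near the limit of detection. It was detected in 2 of 7 curcumin tumors and in no control tumor, where all 6 values were at the floor. Its mean in curcumin tumors was −0.89 ± 4.28 (SD, n = 7) on the log2 scale. The limma difference of 6.14 (standard error 1.74, adjusted p = 0.0368) is therefore set by the floor, and no fold change against the detection limit can be given. With values below the lowest detected miRNA of each array set to that level, a setting chosen after seeing the data, the difference was 0.83 (adjusted p = 0.433). mmu-miR-142-5p was 5.76 ± 0.75 (SD, n = 7) in curcumin tumors and 2.25 ± 1.67 (SD, n = 6) in controls (adjusted p = 0.00693, and 0.0839 without normalization between arrays). All 7 curcumin values lay above all 6 control values (exact permutation test, two-sided, p = 0.000583, the smallest p the groups allow). mmu-miR-130b-3p, which was detected in all 13 tumors, was 6.23 ± 0.82 (SD, n = 7) and 8.01 ± 0.43 (SD, n = 6) (adjusted p = 0.00875). The groups overlapped in this miRNA, but few other splits of the tumors gave as large a difference (exact permutation test, two-sided, p = 0.00291). The qRT-PCR values were not analysed here.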

Of interest, we also found these key miRNAs regulated by curcumin in cultured murine B78H1 cells and human SK-MEL-28 cells (Figure 3). In contrast, MeWo cells, which are derived from melanoma lymph node metastases, did not exhibit a strong regulation of these miRNAs (Figure 3).

**Figure 2:**
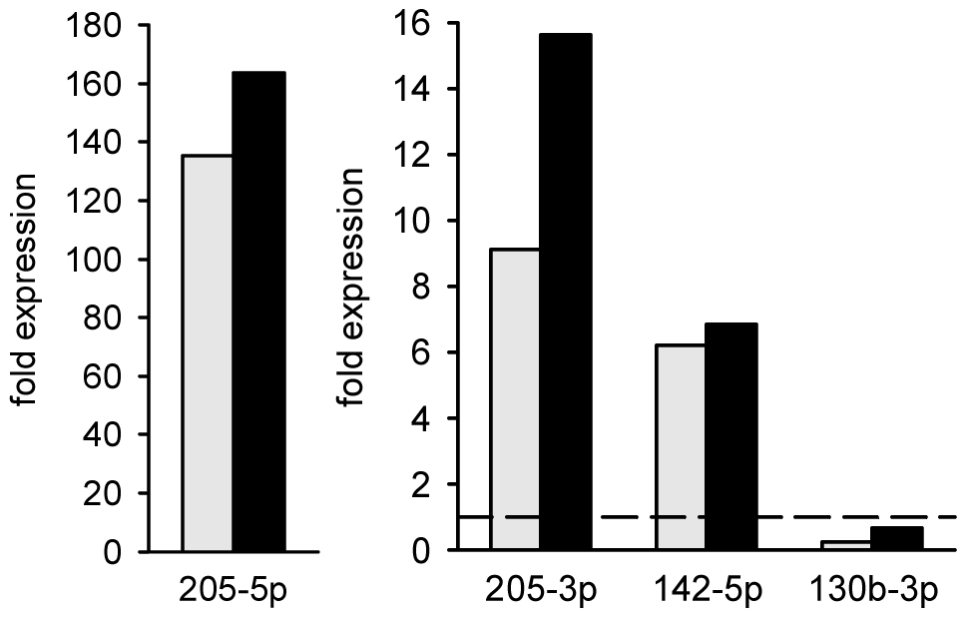
qRT-PCR validation of key miRNA expression in B78H1 melanoma regulated by curcumin diet. The diagrams display bar charts on the fold expression (compared to control) of mmu-miR-205-5p, mmu-miR-205-3p, mmu-miR-142-5p and mmu-miR-130b-3p in curcumin-treated B78H1 melanoma, as assessed by miRNA array (grey bars) and qRT-PCR (black bars). Broken line indicates expression level of control.

**Figure 3:**
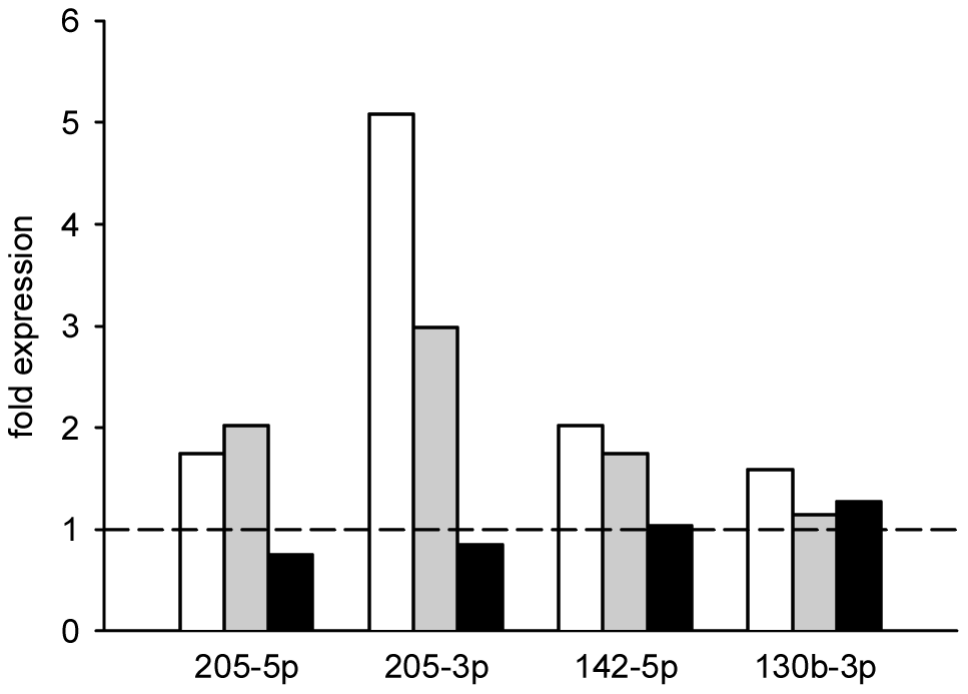
Expression of key miRNAs in different curcumin-treated melanoma cell lines. The diagram displays bar charts on the fold expression (compared to vehicle-treated control cells) of mmu-miR-205-5p, mmu-miR-205-3p, mmu-miR-142-5p and mmu-miR-130b-3p of curcumin-treated murine B78H1 (white bars), human SK-MEL-28 (grey bars) and human MeWo melanoma cells (black bars), as assessed by qRT-PCR. The cultured cells were treated with 20 µM curcumin or vehicle (0.1% DMSO) for 48 h. Broken line indicates expression level of control.

**Table 1:** Top-ten miRNAs regulated by curcumin diet.

miRNA	Δ expression (fold change)	p vs. co (*t*-test)	sequence mmu	sequence hsa
**↑**				
205-5p	135.506	0.025	UCCUUCAUUCCACCGGAGUCUG	UCCUUCAUUCCACCGGAGUCUG
222-3p	9.392	0.003	AGCUACAUCUGGCUACUGGGU	AGCUACAUCUGGCUACUGGGU
205-3p	9.137	0.010	GAUUUCAGUGGAGUGAAG**CUCA**	GAUUUCAGUGGAGUGAAG**UUC**
146b-5p	7.379	0.005	UGAGAACUGAAUUCCAUAGGCU	UGAGAACUGAAUUCCAUAGGCU
21-5p	7.148	0.028	UAGCUUAUCAGACUGAUGUUGA	UAGCUUAUCAGACUGAUGUUGA
21-3p	6.877	0.003	CAACAGCAGUCGAUGGGCUGU**C**	CAACACCAGUCGAUGGGCUGU
221-3p	6.658	0.004	AGCUACAUUGUCUGCUGGGUUUC	AGCUACAUUGUCUGCUGGGUUUC
140-3p	6.647	0.003	UACCACAGGGUAGAACCACGG	UACCACAGGGUAGAACCACGG
142-5p	6.217	0.005	CAUAAAGUAGAAAGCACUACU	CAUAAAGUAGAAAGCACUACU
140-5p	5.524	0.004	CAGUGGUUUUACCCUAUGGUAG	CAGUGGUUUUACCCUAUGGUAG
**↓**				
211-5p	0.028	0.039	UUCCCUUUGUCAUCCUUUGCCU	UUCCCUUUGUCAUCCUUCGCCU
3096-5p	0.178	0.013	UGGCCAAGGAUGAGAACU	nd
711	0.222	0.016	GGGACCCGGGGAGAGAUGUAAG	nd
466h-5p	0.229	0.049	UGUGUGCAUGUGCUUGUGUGUA	nd
130b-3p	0.242	0.013	CAGUGCAAUGAUGAAAGGGCAU	CAGUGCAAUGAUGAAAGGGCAU
3082-5p	0.242	0.036	GACAGAGUGUGUGUGUCUGUGU	nd
1199-5p	0.261	0.023	UCUGAGUCCCGGUCGCGCGG	nd
669b-5p	0.294	0.049	AGUUUUGUGUGCAUGUGCAUGU	nd
1187	0.298	0.049	UAUGUGUGUGUGUAUGUGUGUAA	nd
1224-5p	0.299	0.010	GUGAGGACU**G**GGGAGGUGG**AG**	GUGAGGACU**C**GGGAGGUGG

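Of the 20 miRNAs in Table 1, 19 passed the threshold in limma after quantile normalization and all 20 had the direction given in the table. The exception was mmu-miR-1199-5p, which was detected on no array and had a log2 difference of −1.21 (adjusted p = 0.687). No fold change is given for it. Of the 19, 9 lost the threshold when 1 of the arrays was left out. They were mmu-miR-205-5p, mmu-miR-222-3p, mmu-miR-205-3p, mmu-miR-211-5p, mmu-miR-711, mmu-miR-466h-5p, mmu-miR-3082-5p, mmu-miR-669b-5p and mmu-miR-1187. The other 10 passed without any single array.

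**Figure D1:**
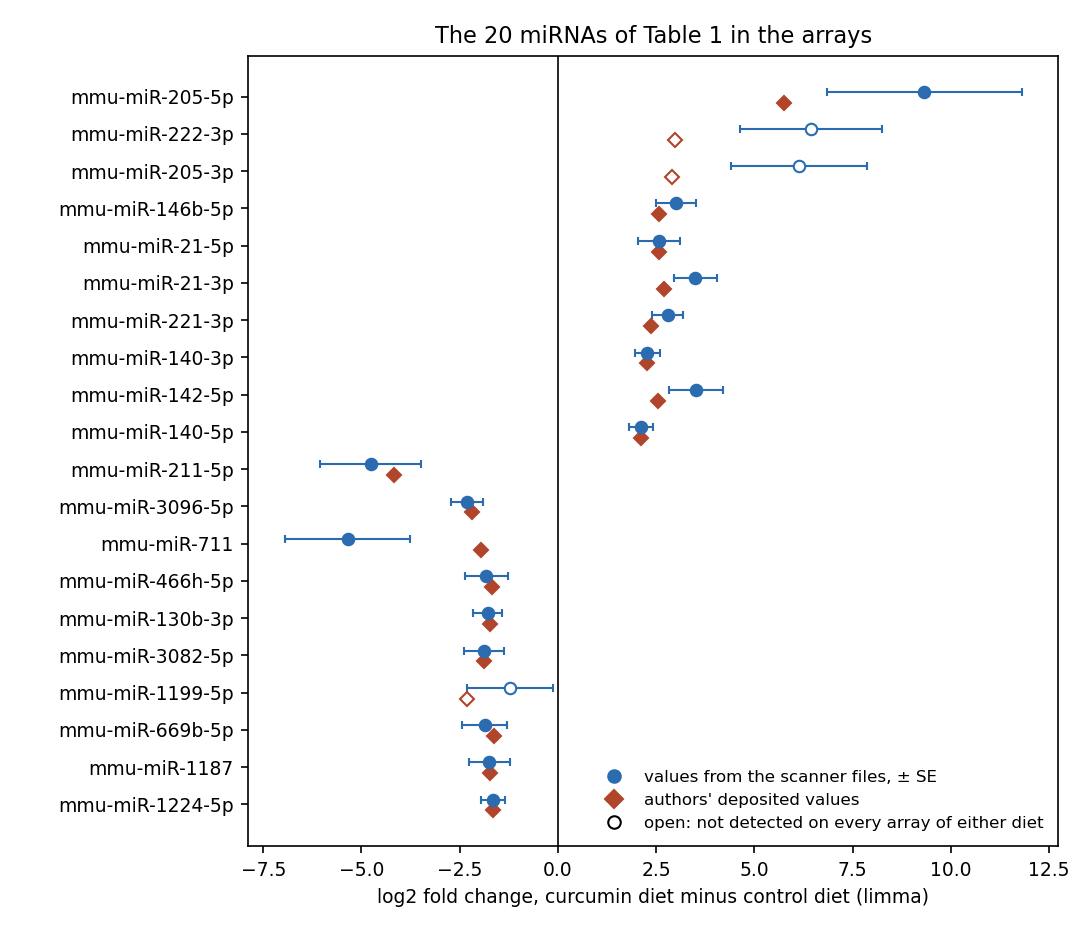
Log2 fold change (curcumin minus control, horizontal axis) of the 20 miRNAs of Table 1, with the limma standard error as bars, from the summed scanner signals (circles) and from the values the authors deposited (diamonds). Open symbols mark miRNAs that were not detected on every array of either diet; for mmu-miR-205-3p the circle lies at 6.14 and the diamond at 2.91.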

The top-ten regulated miRNAs of B78H1 melanoma by curcumin diet are listed including the delta (Δ) fold change expression, *P*-values and sequences of both mouse (mmu) and human (hsa) species if available. Differences in the miRNA sequence between both species are indicated by bold letters. Note the high level of inter-species conservation of miRNAs.

The median log expression of the ten most deregulated miRNAs is given in Figure 4. 

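In the quantile-normalized values computed from the scanner files, the median of mmu-miR-146b-5p was 6.59 in curcumin tumors and 3.15 in controls on the log2 scale, and that of mmu-miR-140-5p was 11.61 and 9.14. Among the lower miRNAs, the medians of mmu-miR-3096-5p were 4.89 and 7.52 and those of mmu-miR-1224-5p were 9.51 and 11.26. Each of these differences passed the threshold in limma (adjusted p from 0.00203 to 0.00475). The groups were not fully apart in mmu-miR-146b-5p and mmu-miR-1224-5p. Without normalization between arrays, mmu-miR-146b-5p did not pass the threshold (adjusted p = 0.0549). The median was at the floor in controls for mmu-miR-205-3p, in curcumin tumors for mmu-miR-711 and in both groups for mmu-miR-1199-5p. The corresponding medians of the authors' values were −0.63, 0.89, −1.29 and 0.65, since the authors raised all values above 0 before the log2 step instead of setting a floor.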

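mmu-miR-205-5p was detected in all 7 curcumin tumors and in 3 of 6 control tumors. Its log2 value was 9.80 ± 1.05 (SD, n = 7) in curcumin tumors and 0.47 ± 6.60 (SD, n = 6) in controls, of which 2 were at the floor. The log2 fold change was 9.32 (standard error 2.48, adjusted p = 0.0293 in limma). The lowest curcumin tumor, at 7.75, lay above the highest control tumor, at 7.33, and no other split of the 13 tumors gives a larger difference (exact permutation test, two-sided, p = 0.000583). Against the detection limit of the control arrays the mean of the miRNA was at least 82.5-fold higher, which does not hold for each pair of tumors. On slide 1, where the miRNA was detected in no control tumor, the log2 fold change was 14.39. On slide 2 it was 6.68. Both include a control value at the floor. With a floor of 1 the log2 fold change was 6.76 (adjusted p = 0.00775). With normexp, whose offset shrinks the ratio to a dim group, the ratio of the medians was 22.2. The threshold was not passed without normalization between arrays (adjusted p = 0.0851) or in the methods' t-test with unequal variances (adjusted p = 0.0585). It was also lost in 7 of 13 fits that each left out 1 array, where the log2 fold change lay between 7.79 and 10.94 and the adjusted p reached 0.0770. mmu-miR-211-5p was detected in 4 of 7 curcumin tumors and in all 6 controls. Its log2 value was 4.48 ± 3.12 (SD, n = 7) in curcumin tumors and 9.24 ± 0.55 (SD, n = 6) in controls, a log2 fold change of −4.76 (standard error 1.28, adjusted p = 0.0305). The groups overlapped (exact permutation test, two-sided, p = 0.00758). The threshold was not passed after scaling to the 75th percentile of all miRNAs (adjusted p = 0.0532). Without 1 array it was lost in 8 of 13 fits, with log2 fold changes between −5.54 and −4.25.

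**Figure D2:**
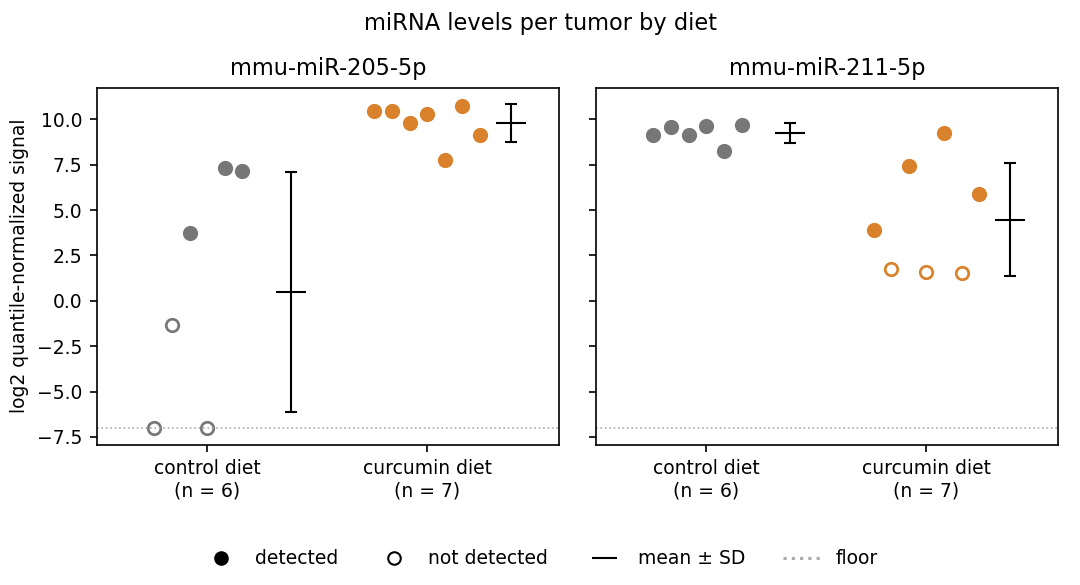
Log2 quantile-normalized signal (vertical axis) of mmu-miR-205-5p and mmu-miR-211-5p in each control and curcumin tumor, with the mean and SD of each group. Filled points were detected and open points were not, and the dotted line marks the floor at −7.03, where 2 control tumors lie for mmu-miR-205-5p.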

The most up-regulated miRNA, mmu-mir-205-5p, was 135 times higher and the most down-regulated miRNA, mmu-mir-211-5p, was 35.7 times lower expressed in the curcumin-treated samples (Table 1). These data show that curcumin intake has a profound impact on the miRNA expression signature of the tumors. 

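Of the 171 changed miRNAs, 101 were detected on all 13 arrays, and 0 of their values were at the floor. Of these miRNAs, 49 were higher and 52 lower in curcumin tumors, and their log2 fold changes lay between −2.31 and 3.01. In 62 of them the change was larger than 1 on the log2 scale. After giving the fold changes of mmu-miR-205-5p and mmu-miR-211-5p, the paper concludes that the diet profoundly altered the tumors' miRNA signature.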

To further evaluate the effect of curcumin, we performed complete linkage hierarchical clustering using 50 miRNAs that showed the highest expression variance across all samples. As shown in Figure 5, we found two major clusters of miRNA expression profiles for 7 curcumin and 6 control samples. The obvious clustering between the two groups provides further evidence for the impact of the curcumin diet on the miRNA expression profile of the tumors.

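With complete linkage, Euclidean distance and the 50 miRNAs of highest variance in the values computed from the scanner files, 11 of 13 tumors lay in the cluster of their own diet. Control tumors 3 and 6 lay in the cluster that held all 7 curcumin tumors (exact permutation test of the diet labels, one-sided, p = 0.0210). None of these 50 miRNAs was detected on all arrays, since miRNAs that are at the floor in part of the arrays have the highest variance. With the log2 values deposited by the authors, 20 of the 50 miRNAs were detected on all arrays and 13 of 13 tumors lay with their diet (p = 0.000583 in the same exact test).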

**Figure 4:**
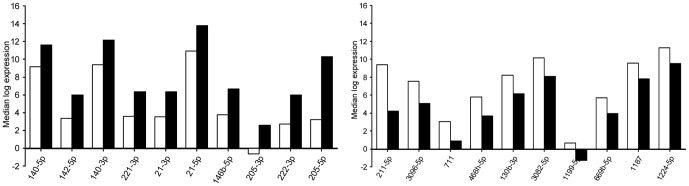
Expression profile of top-ten miRNA of B78H1 melanoma regulated by curcumin diet. The diagram displays bar charts on the median log expression of the top-ten up-regulated (A) and top-ten down-regulated (B) miRNA of the B78H1 melanoma after curcumin intake (black bars) compared to the control group (white bars).

**Figure 5:**
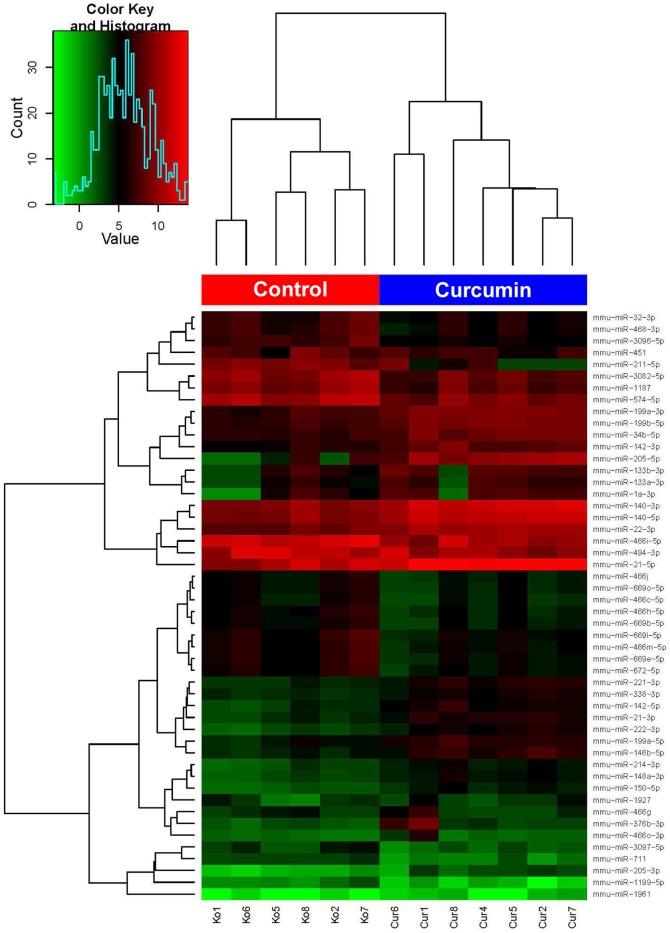
Curcumin diet causes clustering of biological replicates by changing B78H1 melanoma miRNA signature. Clustering of male C57BL/6 mice fed for 6 weeks either curcumin diet or control diet based on miRNA expression levels in the B78H1 melanoma. This diagram is based on 50 miRNAs with the highest variance across all samples. MiRNA expression variation is represented by different colors (see *color key*). Complete linkage hierarchical clustering was performed using the Euclidian distance to calculate the dissimilarity of miRNA and samples independently of one another. Clustering of samples is illustrated by upper dendrogram, clustering of miRNAs by the left dendrogram. Note that, based on the evaluated C57BL/6 mice, control and curcumin animals clearly divide into two main clusters.

Using our gene set analysis tool *GeneTrail*, we performed *in silico* pathway analyses separately for the predicted targets of the total of the 86 up-regulated and the total of 61 down-regulated miRNAs. Putative targets of curcumin-induced up-regulated miRNAs were enriched in the KEGG pathways “o-glycan biosynthesis”, “endoplasmatic reticulum protein processing” as well as in several cancer-related pathways (Table 2). Predicted targets of up-regulated miRNAs were also found to be enriched in the insulin-pathway and furthermore linked to heart-associated and neurological contexts (Table 2). Additionally, we detected over-representation in the Gene Ontology (GO) terms “cellular proliferation”, “cell death” and “regulation of apoptosis”. Predicted targets of down-regulated miRNAs were found to be enriched in a larger number of KEGG pathways including mTOR- and ErbB-signalling pathway, and also several cancer related pathways (Table 2).

**Table 2:** Pathways putatively regulated by curcumin-altered miRNAs as found by over-representation analysis.

	KEGG pathways with accumulated predicted targets	*P*-value	Expected number of targets	Observed number of targets	x-fold of target accumulation
Up-regulated miRNAs ↑					
	mucine type O-glycan biosynthesis	0.007	15	24	1.60
	renal cell carcinoma	0.024	37	50	1.35
	pathways in cancer	0.026	171	198	1.16
	protein processing in endoplasmatic reticulum	0.029	85	104	1.22
	acute myeloid leukemia	0.029	31	42	1.35
Down-regulated miRNAs ↓					
	Cholinergic synapsis	0.021	42	58	1.38
	ErbB signaling pathway	0.021	34	50	1.47
	Focal adhesion	0.021	80	102	1.28
	Neuroactive ligand-receptor interaction	0.021	94	117	1.24
	Pancreatic cancer	0.021	29	43	1.48
	Renal cell carcinoma	0.021	28	41	1.46
	Dilated cardiomyopathie	0.021	31	45	1.45
	Arrhythmogenic right ventricular cardiomyopathy	0.022	28	41	1.46
	Long-term potentiation	0.022	27	39	1.44
	Retrograde endocannabinoid sginaling	0.022	38	52	1.37
	Type II diabetes mellitus	0.022	18	28	1.56
	mTOR signaling pathway	0.022	26	38	1.47
	Hypertrophic cardiomyopathy (HCM)	0.025	30	42	1.42
	Prostate cancer	0.025	35	48	1.38
	Insulin signaling pathway	0.029	56	72	1.29
	Neurotrophin signaling pathway	0.030	48	63	1.31
	Morphine addiction	0.030	34	47	1.38
	Colorectal cancer	0.030	25	36	1.42
	Dopaminergic synapse	0.043	51	65	1.28

Listed are pathways being putatively regulated by miRNAs of B78H1 melanoma which are altered by curcumin diet, as found by over-representation analysis with the online analysis-tool *GeneTrail*. As test sets we used the predicted targets of differentially regulated miRNAs and as reference set the putative targets of all murine miRNAs printed on the microarray. *GeneTrail* exhibited a search in disease-relevant cellular pathways as found in the Kyoto Encyclopedia of Genes and Genomes (KEGG) for enrichment of putative targets. MiRNAs up-regulated by curcumin diet (upper part of table) were separately tested from down-regulated miRNAs (lower part of table). The expected number of target genes, modulated in a pathway, is shown as well as the observed ones, including the according *P*-value and x-fold enrichment of targets.

### Target validation

Based on our *in silico* analyses, we selected anti-apoptotic Bcl-2 and the transcription factor E2F1 for PCNA to validate some of the predicted targets of mmu-miR-205-5p, which was the most highly regulated miRNA by curcumin treatment. We found that Bcl-2 expression was significantly down-regulated in curcumin-treated tumors when compared to controls (Figure 6). In contrast, E2F1 expression was not markedly altered by curcumin treatment (Figure 6). However, the expression of the downstream proliferation marker PCNA was significantly reduced in the tumors under curcumin diet (Figure 6).

**Figure 6:**
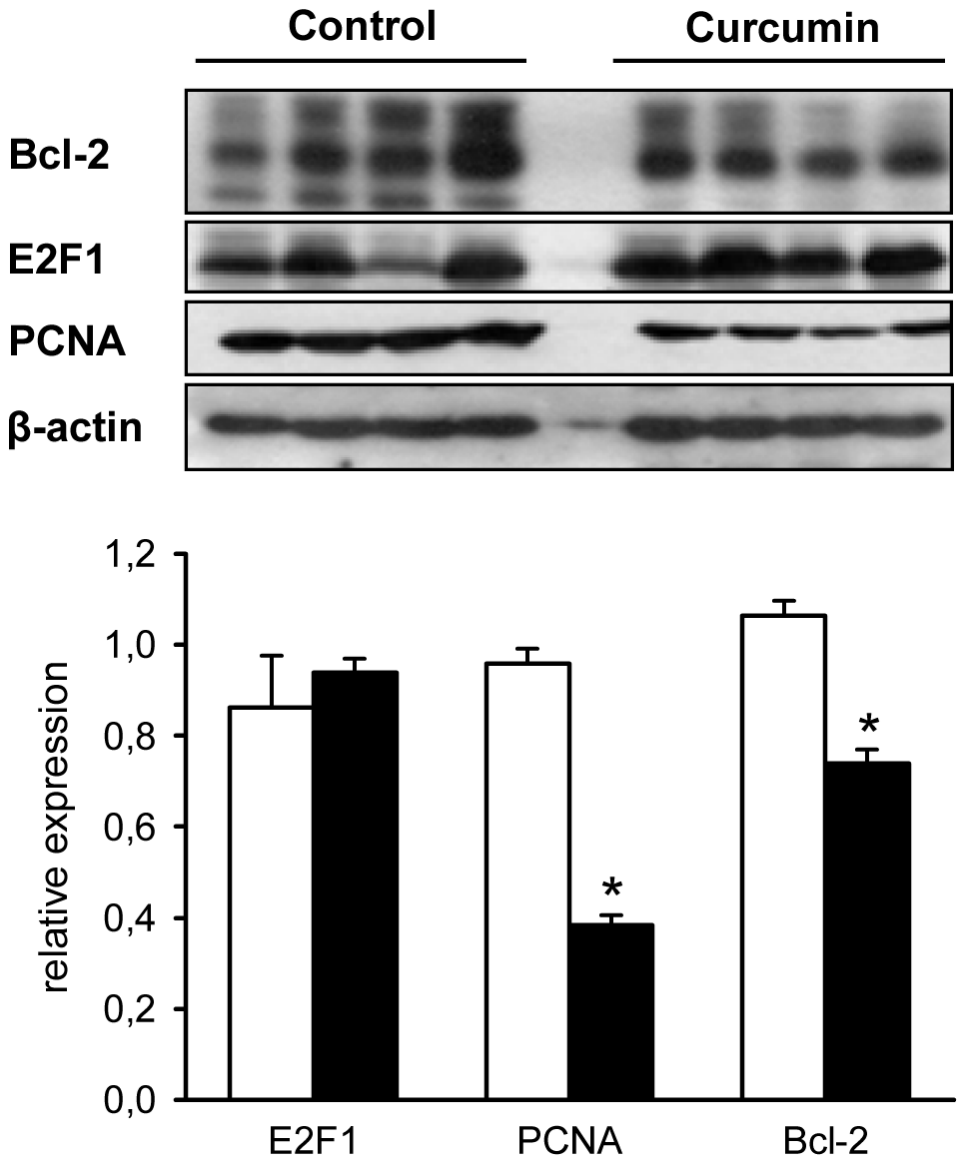
Western Blot analysis of the expression of target proteins of mmu-miR-205-5 in B78H1 melanoma. Relative expression of Bcl-2, E2F1 and PCNA in B78H1 melanoma of control (white bars, n = 4) and curcumin-treated animals (black bars, n = 4), as assessed by Western Blot analysis. Means ± SEM. *P<0.05 vs. control.

### Cell cycle analysis

Flow cytometric cell cycle analyses showed dose-dependently a higher percentage of apoptotic cells in curcumin-treated B78H1 cells when compared to vehicle-treated controls (Figure 7). Moreover, curcumin treatment dose-dependently resulted in an S phase delay, indicating an additional inhibitory action on cell proliferation (Figure 7).

**Figure 7:**
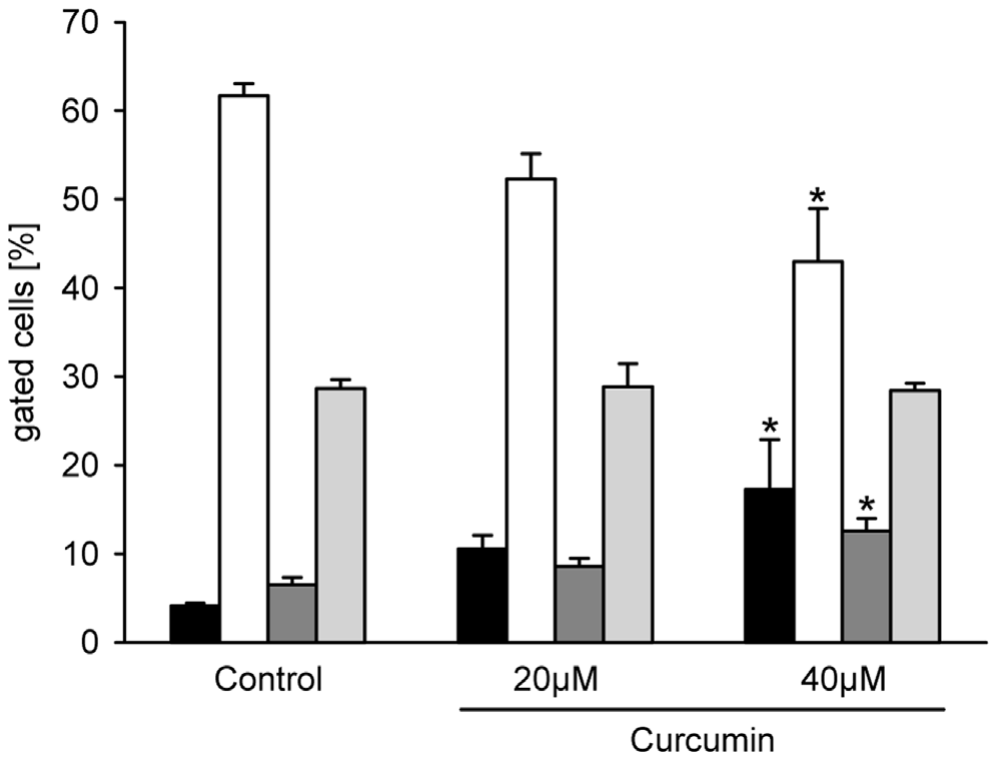
Cell cycle analysis of curcumin-treated B78H1 cells. Gated cells [%] in G1 phase (white bars), S phase (dark grey bars), G2 phase (light grey bars) and apoptosis (black bars), as measured by flow cytometry. The cultured cells were treated with 20 µM and 40 µM curcumin or vehicle (0.1% DMSO) for 48 h. Means ± SEM. *P<0.05 vs. control.

## Discussion

In the present study we investigated the effect of dietary curcumin consumption on the miRNA expression signature of engrafting mouse melanomas, which were established by injection of murine B78H1 cells in the flank of C57BL/6 mice. Because this approach does not include the transformation of normal cells into tumor cells (tumor initiation), the herein observed curcumin effects may be primarily of relevance for therapy or secondary prevention, but not for primary prevention of cancer.

We first analyzed potential anti-cancer properties of oral curcumin treatment that have previously been reported in the literature. These include in particular the inhibition of cell proliferation and tumor growth [18], [19], [39]. In line with these findings, we observed in our flank model a reduction of tumor size in curcumin-treated animals.

Moreover, curcumin has been described as an anti-angiogenic agent [16]. Therefore, we additionally measured the microvessel density of curcumin-treated and control tumors by immunohistochemical detection of the endothelial cell marker CD31. We found that the density of CD31-positive microvessels in curcumin-treated tumors did not significantly differ from that of controls. However, this does not necessarily indicate that curcumin did not exert an anti-angiogenic action on the treated tumors. In fact, according to Hlatky et al. [40] and Nico et al. [41], tumors under anti-angiogenic treatment may follow a ‘shrink to fit’ adaptation. This means that the tumor cell population may decrease in direct proportion to the loss of its supporting vasculature, resulting in a constant ratio between tumor cells and microvessels and, thus, a constant microvessel density. Accordingly, we herein found that tumor cell proliferation was markedly reduced in curcumin-treated animals when compared to controls.

In the next step we analyzed the miRNA signature of the isolated flank tumors, because there is increasing proof for miRNAs playing a pivotal role in the etiology of cancer. MiRNAs can act as tumor suppressors but also as oncogenes (*onco-mir*). Here, we provide strong evidence that the overall miRNA expression pattern in melanomas of curcumin-treated mice is markedly altered. 

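The diets were also compared on each slide by itself, and the slides, which hold different tumors, were then compared with each other, a comparison chosen after seeing the data. Over the 243 miRNAs detected on all arrays, which are not independent replicates, the log2 fold changes of slide 1 (3 curcumin and 2 control tumors) and slide 2 (4 and 4) correlated with r = 0.88, and 208 had the same direction on both. In these fits with fewer arrays, 34 miRNAs passed the threshold on slide 1, of which 33 had the same direction on slide 2. On slide 2, 3 miRNAs passed, all with the same direction on slide 1. With the slide as a block in the limma model, 141 miRNAs passed, 137 of them among the 171 of the fit without it.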

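In the log2 values the authors deposited, mmu-miR-205-5p was 9.80 ± 1.05 (SD, n = 7) in curcumin tumors and 4.05 ± 2.67 (SD, n = 6) in control tumors, a log2 fold change of 5.75 (adjusted p = 0.00108 in limma), and the ratio of the medians was 135.5. For mmu-miR-205-3p these values were 2.24 ± 1.22 (SD, n = 7) and −0.68 ± 0.71 (SD, n = 6), with a log2 fold change of 2.91 (adjusted p = 0.00136) and a ratio of the medians of 9.14. As this miRNA was detected on 2 of 13 arrays, most of its values lie below the detection limit. For mmu-miR-142-5p they were 5.88 ± 0.68 (SD, n = 7) and 3.34 ± 0.79 (SD, n = 6), with a log2 fold change of 2.55 (adjusted p = 0.000604) and a ratio of 6.22. The authors added a constant of 4.39 to all normalized values before the log2 step, which shrinks the fold changes of dim miRNAs.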

The top ten miRNAs being significantly up-regulated by curcumin treatment comprised mmu-miR-205-5p (135-fold), mmu-miR-205-3p (9-fold) and mmu-miR-142-5p (6-fold). Their expression levels were confirmed by qRT-PCR. Up-regulation of mmu-miR-205-5p and -3p has been shown to reverse epithelial-to-mesenchymal transition in various tumors with E-cadherin as a central target [42], [43]. Hsa-miR-205 was found to be 100 times down-regulated in human metastatic melanoma compared to non-metastatic ones [38]. Down-regulation of miR-142-5p is associated with recurrence and poor overall survival in gastric and pancreatic cancer patients [12], [44]. Furthermore, we also identified several miRNAs, which were significantly down-regulated in curcumin-treated melanomas, such as mmu-miR-130b-3p. 

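The fall of mmu-miR-130b-3p was seen on both slides, with log2 fold changes of −2.08 on slide 1 and −1.61 on slide 2. Over all arrays it was −1.79 (standard error 0.37). Without any single array it stayed between −2.08 and −1.66 and passed the threshold (largest adjusted p = 0.0229). Curcumin tumor 5, at 7.97 on the log2 scale, lay closer to the controls than the next curcumin tumor, at 6.34. In the mouse assembly GRCm38.p6 the gene Mir130b overlaps the gene 2610318N02Rik.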

In former studies, this miRNA has been found to be up-regulated in cutaneous malignant melanoma [37]. Li et al. [45] could demonstrate that hsa-miR-130b induces epithelial-to-mesenchymal transition in endometrial cancer. Taken together, these results indicate that the curcumin-regulated miRNAs mmu-miR-205-5p, mmu-miR-205-3p, mmu-miR-142-5p and mmu-miR-130b-3p represent promising targets as well as markers to determine the aggressiveness and metastatic activity of malignant tumors.

In an additional experimental setting, we analyzed whether these key miRNAs underlie a similar regulation in different melanoma cell lines. For this purpose, we determined their expression by means of qRT-PCR in curcumin-treated and vehicle-treated murine B78H1 cells as well as human SK-MEL-28 and MeWo cells. Curcumin treatment resulted in higher expression levels in cultured B78H1 and SK-MEL-28 cells when compared to controls. In contrast, MeWo cells did not show a strong regulation of the key miRNAs. This may be due to the fact that MeWo cells are derived from melanoma lymph node metastases. Thus, they may exhibit a completely different miRNA expression profile when compared to cells originating from primary tumors.

Of interest, some of the most highly altered miRNAs were not regulated in a manner as expected based on the results of other studies. For example, down-regulation of hsa-miR-211-5p has been shown to be associated with melanoma progression [38], [46] and not as observed in the present study with inhibition of tumor growth in curcumin-treated melanoma. These contradictory findings may be explained by the fact that an altered miRNA expression does not necessarily imply a direct influence of curcumin on the miRNA expression of the tumor but can also be based on indirect feedback regulation. Furthermore, the effects of curcumin treatment may vary between tumors of different cell etiology or besides based on different experimental set-ups. For example, several investigators showed a down-regulation of up-regulated hsa-mir-21 after curcumin treatment in human pancreatic, oesophageal and prostate cancer cells [28], [29], [47], [48]. In contrast, Sun et al. [24] found an up-regulation of hsa-miR-21 expression induced by curcumin treatment in pancreatic cells similar to our findings.

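In the curcumin tumors mmu-miR-211-5p varied widely. Curcumin tumor 5 had a log2 value of 9.27, within the range of the controls, which was 8.26 to 9.72. Curcumin tumors 3, 7 and 1 were at 7.42, 5.91 and 3.88. In curcumin tumors 2, 4 and 6 it was not detected, with values of 1.75, 1.59 and 1.54. On slide 1 the log2 fold change was −5.01 and on slide 2 it was −4.61. Its gene, Mir211, lies within Trpm1 in the mouse assembly GRCm38.p6. The related miRNA mmu-miR-204-5p was detected on no curcumin array and on 3 of 6 control arrays, at least 1.55-fold higher in controls, and did not pass the threshold (adjusted p = 0.346).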

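mmu-miR-21-5p was 13.45 ± 0.65 (SD, n = 7) on the log2 scale in curcumin tumors and 10.88 ± 1.28 (SD, n = 6) in control tumors, a log2 fold change of 2.57 (standard error 0.54, adjusted p = 0.00939). The groups overlapped (exact permutation test, two-sided, p = 0.00233). The other strand of its hairpin, mmu-miR-21-3p, was 6.02 ± 0.83 (SD, n = 7) and 2.52 ± 1.16 (SD, n = 6), a log2 fold change of 3.50 (standard error 0.55, adjusted p = 0.00348), with all curcumin tumors above all controls. Both passed the threshold without any single array. In curcumin tumor 5 both were lower than in the other curcumin tumors, at 12.03 and 4.27.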

Our over-representation analysis (ORA) identified several putative cellular pathways, which are modulated by up- and down-regulated miRNAs. Predicted targets of miRNAs were found to be enriched in metabolic pathways like insulin-pathway but also in heart-associated and neurological contexts, indicating a potential role for curcumin in managing metabolic syndrome. In addition, many of the pathways discovered by ORA were connected to cell proliferation and apoptotic cell death in cancer, emphasizing the impact of curcumin in the treatment of malignancies.

Based on the current literature and our *in silico* analyses, predicted targets of mmu-miR-205-5p include E2F1, E2F3, E2F5, Bcl-2, CD31, hypoxia-inducible transcription factor (HIF)-1α, and VEGF [49], [50]. From these targets we selected anti-apoptotic Bcl-2 and E2F1, which is a transcription factor for PCNA, for further validation by Western Blotting. Of interest, we found that Bcl-2 expression was significantly down-regulated in curcumin-treated tumors when compared to controls, whereas E2F1 expression was not markedly altered. The expression of PCNA, however, was significantly reduced under curcumin diet. This indicates that the expression of this proliferation marker may be regulated by other miRNAs than mmu-miR-205-5p or by other transcription factors than E2F1. In this context, mmu-miR-222 represents a potential candidate, which was also found to be up-regulated in the present study and directly regulates the expression of PCNA. 

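mmu-miR-222-3p was detected in 6 of 7 curcumin tumors and in 2 of 6 controls, where 2 further values were at the floor. Its log2 value was 5.48 ± 1.01 (SD, n = 7) in curcumin tumors and −0.96 ± 4.77 (SD, n = 6) in controls, a log2 fold change of 6.44 (standard error 1.81, adjusted p = 0.0358). All curcumin values lay above all control values, and against the detection limit of the control arrays the miRNA was at least 13.9-fold higher. With a floor of 1 the log2 fold change was 4.10. The threshold was not passed with either scaling to the 75th percentile, without normalization or in the methods' t-test with unequal variances (largest adjusted p = 0.144). It was also lost in 10 of 13 fits that each left out 1 array. mmu-miR-221-3p, which was detected in 7 of 7 and 4 of 6 tumors, had a log2 fold change of 2.80 (standard error 0.39) and passed the threshold in every setting tried and without any single array.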

Our results on the down-regulation of Bcl-2 and PCNA expression were further supported by flow cytometric cell cycle analyses of curcumin-treated B78H1 cells, indicating that curcumin affects both apoptosis and proliferation of this melanoma cell line.

In conclusion, we demonstrate for the first time a clear impact of dietary curcumin on the miRNA profile in murine melanoma with mmu-miR-205-5p being up-regulated most extensively. 

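The grouping was also computed with other settings on the values from the scanner files. With the 100 miRNAs of highest variance all tumors lay in the cluster of their diet. With 25 miRNAs or all 1079, with average or Ward linkage, and with the Pearson correlation as distance, the same 2 control tumors as with the 50 miRNAs lay with the curcumin tumors. With only miRNAs detected on every array of a diet group, and with a floor of 1, no tumor lay outside the cluster of its diet. The first of these choices uses the diet labels, which can favor such a split. When 1 array was left out, between 8 and 12 of the remaining 12 tumors lay with their diet, and in 9 of 13 cases the exact permutation p was above 0.05. The fewest did so without control tumor 1 and without control tumor 4. Without normalization between arrays, 10 of 13 tumors lay with their diet (exact permutation p = 0.103).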

Linkage hierarchical clustering of the 50 miRNAs with the highest expression variance revealed a grouping into two main clusters, one comprising the treated animals and the other the controls. Putative targets of curcumin-induced up-regulated miRNAs are enriched in several cancer-related pathways. These data suggest miRNAs playing a significant role in melanoma growth inhibition by oral curcumin administration.

## Supporting Information

Table S1 ***Significant differential expression of miRNA after curcumin diet*** **(DOC).**
(DOCX) Click here for additional data file.

# Supplementary material for: Curcumin Intake Affects miRNA Signature in Murine Melanoma with mmu-miR-205-5p Most Significantly Altered
**Source:** PLoS One. 2013 Dec 12;8(12):e81122. doi: 10.1371/journal.pone.0081122
**Supplement:** Table S1 — Significant differential expression of miRNA after curcumin diet (DOC).

**Table S1.** Significant differential expression of miRNA after curcumin diet

This table lists all significantly differently regulated miRNAs of B78 melanoma samples by curcumin diet as analyzed with the Sure Print G3 miRNA V17.0 microarray chip (Agilent Technologies) based on miRBase 17.0. 

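Of the 147 miRNAs in the table, 87 were detected on all arrays, 49 on some arrays and 11 on no array. A total of 104 were detected on every array of at least 1 diet group. In limma on the values computed from the scanner files, 21 of the 147 did not pass the threshold, of which 9 were detected on no array and 1 on all arrays. Conversely, 45 miRNAs passed it that are not in the table, 15 of them detected on all arrays.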

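The entries of the table follow from the log2 values the authors deposited. With the methods' t-test with unequal variances and Benjamini-Hochberg adjustment, a setting chosen after seeing the data, the difference of the medians and the adjusted p-value of all 147 entries were met within 1e-08, with no further miRNA below the threshold. The test covered 1078 miRNAs, since mmu-miR-3963 takes the same normalized value on every array. With equal variances 164 miRNAs passed. In 61 of the 147, which were selected by this test, all tumors of one diet lay above all tumors of the other in the deposited values (44 higher and 17 lower in curcumin tumors), where chance gives 0.117% of unselected miRNAs.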

Displayed are the median of both groups for each miRNA, the difference between them (Δ log median), as well as adjusted *t*-test (*t*-test adjp.), the area under the curve (AUC) and the fold change median of the expression value.

How the deposited data were processed for this re-analysis (not part of the article)

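The data were miRNA arrays of 13 B78H1 flank tumors, 7 from mice on the curcumin diet and 6 from mice on the control diet, with 1 array per tumor. Groups and replicate numbers were taken from the sample labels, and the group sizes are those of the methods. No pair of arrays held equal values. All samples were used.

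The authors hybridized labeled RNA in 1 color and made the intensity values with Feature Extraction (version 10.10.1.1), which subtracts the background, adds up the replicate spots of each probe, and marks each miRNA as detected or not. These intensities are not normalized between arrays. The authors also deposited log2 values of the same arrays, which the paper describes as quantile normalized. How these were made was worked out from the scanner values. All 14027 deposited log2 values were met within 1e-04 (largest difference 1.66e-06) by taking the sum of the detected probes where a miRNA was detected and the sum of all its probes elsewhere, quantile normalizing, adding 4.39 so that the lowest value became 0.1, and taking log2. With the sum of all probes throughout, 52.8% of the values were met within 1e-04.

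For the values reported here, the signals of all probes of each of 1079 mouse miRNAs were summed per array and quantile normalized over the 13 arrays. Values at or below 0 (7215 of 14027) were set to the smallest positive normalized value, 0.00765, before log2. Virus miRNAs were left out of the normalization and the tests. Of the 1079 miRNAs, 243 were detected on all arrays and 594 on no array, and 398 had 1 value on all arrays. Between 18.4% and 28.9% of the spots of an array were well above background. The number of arrays per group limits the precision, and signals near the background limit the fold changes of dim miRNAs.

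The diets were compared with limma (version 3.58.1, R 4.3.3; lmFit and eBayes, two-sided) without covariates, over all 1079 miRNAs, with Benjamini-Hochberg adjustment and a threshold of 0.05. Fold changes for the counts past 2-fold were ratios of group medians, as in Table S1. Single miRNAs were also compared with an exact permutation test over all 1716 splits of the tumors into 7 and 6, whose smallest p is 0.000583. The limma step was tested on simulated arrays of 7 against 6 tumors with 200 of 1079 miRNAs changed by 2 on the log2 scale. It called 77.0% of the changed miRNAs, 86.2% of those detected, with 4 false calls among 158. Of the 200 changed miRNAs, 65 counted as detected. The rates describe the simulated arrays only. They are no estimate of power or of false calls for the tumor arrays, where 51.4% of the values were at the floor. The methods' t-test was run as an alternative.

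The miRNAs named are the 20 of Table 1, the 10 largest rises and the 10 largest falls by limma among miRNAs past the threshold and detected on every array of a diet group, and the members of 8 lists of miRNAs (epithelial, hematopoietic, erythroid, fibroblast, endothelial, skeletal muscle, melanocytic and the miR-17-92 cluster). The lists were tested with limma's fry, and with camera at a preset correlation of 0.01. Clustering used complete linkage on Euclidean distances over the 50 miRNAs of highest variance, split into 2 clusters. miRNA names are those of the array design. Neighboring genes were taken by name from a gene table of the assembly GRCm38.p6. The array design was built on another assembly, so no coordinates are given.

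The main analysis, the named miRNAs, the lists and most alternatives were set before the data were examined. The alternatives were the deposited values, other scalings between arrays, only detected miRNAs, a floor of 1, the methods' t-test with equal and unequal variances, the slide as a block, the replicate number as a block, each array left out in turn, and other settings of the clustering. Tumor growth, histology, qRT-PCR, cell culture, Western blot and flow cytometry data and the target predictions were not analysed here.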

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

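All tests of explanations in this part were chosen after the values had been seen. Within each diet group, the highest and the lowest tumor were compared with the other tumors by Dixon's ratio, the gap to the nearest tumor divided by the range of the group, for each named miRNA, the total signal and the number of detected miRNAs. This singled out a tumor in 25 of 107 groups of values, where chance gives about 1 in 20, or 5.35. The miRNAs are not independent, so that 1 unusual tumor appears many times. Of the 25 values, 11 belong to curcumin tumor 5, 6 to control tumor 5 and 5 to curcumin tumor 7.

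Curcumin tumor 5 was lower than the other curcumin tumors in miR-21-5p (ratio 0.735), miR-21-3p (0.642), miR-338-3p (0.598), miR-199a-3p (0.750) and miR-199b-5p (0.749). It was higher in miR-130b-3p (0.660), miR-362-5p (0.586), miR-18a-5p (0.610), miR-20a-5p (0.623) and miR-19b-3p (0.5683). All 10 differences go toward the controls. It also had the fewest detected miRNAs, 272 against 352 in the next curcumin tumor (0.816). On a scale with the control mean at 0 and the curcumin mean at 1, taken over the miRNAs that passed the threshold without the tumor in question and were detected on all arrays, curcumin tumor 5 lay at 0.344 and the other curcumin tumors between 0.89 and 1.24. The low signal of its array is argued against as the cause, since the tumor lay at 0.304 over the 20 brightest of these miRNAs. An exchange with a control tumor is also argued against, since it needs a control tumor among the curcumin tumors and the highest control tumor lay at 0.335. A single wrong label cannot be told apart from a tumor that responded less to the diet, because the position of the tumor is above the highest control by less than the controls differ among themselves. The difference between the diets did not rest on this tumor: without it, 184 miRNAs passed the threshold, 154 of them among the 171.

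Control tumor 5 was higher than the other controls in miR-3096-5p (0.640) and miR-1199-5p (1). It was lower in miR-143-3p (0.733), miR-17-5p (0.674), miR-20a-5p (0.681) and miR-92a-3p (0.691). It had the most detected miRNAs of all tumors, 412, and the highest total signal of the controls. The ratio of miR-1199-5p has no meaning, since the other 5 controls were at the floor and the miRNA was detected on no array. No explanation was tested for the others.

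Curcumin tumor 7 lacked 3 miRNAs of skeletal muscle that the other curcumin tumors had, miR-1a-3p (0.957), miR-133a-3p (0.854) and miR-133b-3p (0.831). The same 3 miRNAs were not detected in control tumors 1 and 4, and all 3 were detected in the other 10 tumors. All 3 being missing from the same 3 tumors is consistent with muscle tissue in part of the tumor samples, which is a hypothesis. miR-206-3p, the fourth miRNA of the list, was detected in all 13 tumors. In these tumors, whether host muscle was invaded by the tumor or taken along with it was not tested. Curcumin tumor 7 was also higher in miR-223-3p (0.717) and miR-126-3p (0.717), for which no explanation was tested.

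miR-144-3p was at the floor in curcumin tumor 4 (0.698) and control tumor 3 (0.738), and miR-200c-3p was above the floor in curcumin tumor 2 alone (1). miR-144-3p was detected on 2 of 13 arrays and miR-200c-3p on none, so these ratios describe the floor.

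The paper does not report the probes for miRNAs of mouse viruses. Of 57 such miRNAs, 5 were detected on all 13 arrays, 4 of 29 of the mouse cytomegalovirus and 1 of 28 of the murine gammaherpesvirus, and 15 on at least 1 array. The share detected on all arrays was 8.77%. Virus RNA in the tumors could give such a signal, and so could mouse RNA that binds to these probes. They cannot be told apart, since no array without mouse RNA was analysed here. The 5 were seen with both diets.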

How the results depend on the processing

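The settings with normexp on the median spot signal, the detection floor, the deposited values together with the methods' t-test, and the miRNAs with 1 value on all arrays left out were chosen after seeing the data. The planned normexp correction of the mean spot signal was not run, because the files analysed give the median. Dim miRNAs limit the comparison: 51.4% of the values were at the floor.

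The number of changed miRNAs, 171, stayed within 1.5 times (127 to 226) with the deposited values, scaling to the 75th percentile of miRNAs detected on all arrays, only detected miRNAs, a floor of 1, the detection floor, normexp, either t-test, the slide as a block and the miRNAs with 1 value left out. Without normalization between arrays it was 49 (10 higher, 39 lower; 10 higher and 26 lower past 2-fold). With scaling to the 75th percentile of all miRNAs it was 105, with 32 lower and 20 lower past 2-fold. The deposited values gave 123 lower miRNAs. Of 76 higher miRNAs past 2-fold, there were 50 with scaling to the 75th percentile of miRNAs detected on all arrays, 49 with only detected miRNAs (304 tested), 24 with normexp (18 lower) and 49 with the deposited values and the methods' t-test with unequal variances. The offset of 50 that normexp adds to every spot shrinks the fold changes of dim miRNAs by construction. Before the 2-fold limit, 91 higher and 89 lower miRNAs passed with it. Apart from this and the smaller number of miRNAs tested, the cause was not tested.

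When 1 array was left out, 102 to 184 miRNAs passed, with 38 to 85 lower and 24 to 58 lower past 2-fold. The total fell by more than 1.5 times without curcumin replicate 1 (113), 2 (112) or 6 (105) and without control replicate 2 (102) or 4 (108). Fewer arrays lower the power of the test.

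The log2 fold change of mmu-miR-205-5p kept its direction throughout. With normexp, whose offset shrinks the ratio to a dim group, the ratio of the medians was 22.2. Over the alternatives other than leaving out each array in turn, the log2 fold change lay between 3.47 and 10.80. It lost the threshold without normalization (10.42, adjusted p = 0.0851) and in the methods' t-test with unequal variances (9.32, adjusted p = 0.0585), and over all alternatives the adjusted p lay between 0.00108 and 0.120. Without 1 array it lay between 7.79 and 10.94 and lost the threshold in 7 of 13 cases.

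Over the 56 named miRNAs, 1550 results of alternatives were compared. The side of the threshold was kept in 1307, the threshold was lost in 209 and newly passed in 34. No direction of a miRNA past the threshold was reversed. Among the miRNAs that did not pass, 8 changed sign or moved to or from 0 in 24 results. Of the 37 named miRNAs past the threshold, 8 passed it in every alternative and without any single array: miR-221-3p, miR-140-3p, miR-140-5p, miR-3096-5p, miR-1224-5p, miR-142-3p, miR-199a-3p and miR-199b-5p.

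In the clustering, 10 of 13 tumors lay with their diet without normalization (exact permutation p = 0.103). Without 1 array it was 8 to 12 of 12, and the exact permutation p was above 0.05 in 9 of 13 cases (largest 0.558). The lowest number was seen without control replicate 1 or 4.

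Of the lists, the endothelial one lost the threshold without normalization (median 0.74) and with normexp (0.38), the fibroblast one without normalization (2.16) and the miR-17-92 cluster with scaling to the 75th percentile of all miRNAs (−0.69). The epithelial list passed it with the deposited values (0.32, adjusted p = 0.0478). The skeletal muscle list passed it with only detected miRNAs (1.24), where 1 member remained, with normexp (1.00) and without curcumin replicate 7 (3.25), and its range without 1 array was 1.48 to 3.25. The melanocytic list ranged from −3.34 to −2.49 without 1 array and lost the threshold in 8 of 13 cases.

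Tumors with the same replicate number did not vary together: the correlations of their deviations from the group means over 304 miRNAs were −0.02, 0.16, 0.02, 0.07, −0.44 and 0.05, so that the number does not pair them. With a replicate block over replicates 1 to 6, 67 miRNAs passed (45 higher, 22 lower; 37 and 11 past 2-fold), 60 of them among the 171. mmu-miR-205-5p had a log2 fold change of 9.44 (adjusted p = 0.120), the melanocytic list a median of −3.00 (adjusted p = 0.0962) and the skeletal muscle list one of 3.24 (adjusted p = 0.0384), and 23 of the 37 named miRNAs past the threshold did not pass here, among them miR-21-5p, miR-21-3p and miR-130b-3p.

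The correlation of miR-205-5p with miR-205-3p in curcumin tumors, mostly over values of miR-205-3p below detection, was r = 0.88 and, with the deposited values, 0.94. It could not be computed in controls with the values from the scanner files, where miR-205-3p was at the floor in all tumors.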

Differences from the paper's values

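The settings with the detection floor, normexp, the deposited values together with the methods' t-test, and the miRNAs with 1 value on all arrays left out were chosen after seeing the values. The other alternatives were set before the data were examined.

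The paper counts 49 miRNAs that are more than 2-fold up-regulated, and here there were 76. Of the alternatives set before the data were examined, the number was within 1.5 times the paper's with the deposited values (54), either scaling to the 75th percentile (50 over miRNAs detected on all arrays, 56 over all), only detected miRNAs (49), the methods' t-test with unequal variances (73), the slide as a block (70), the replicate block (37) and without any 1 array except curcumin replicate 5 and control replicate 6. It was not with no normalization (10), a floor of 1 (75), the methods' t-test with equal variances (89), and without curcumin replicate 5 (82) or control replicate 6 (79). Of the settings chosen after seeing the values, it was within 1.5 times with the detection floor (63) and with the deposited values and the methods' t-test (51 with equal and 49 with unequal variances), and not with normexp (24) or with the miRNAs with 1 value left out (92).

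Among the miRNAs of Table 1, the ratio of the medians differed most for 5. Smaller differences are not followed up here. The largest of these were miR-21-3p (ratio 6.877 in the paper and 11.8 here, control medians 3.55 and 2.69), miR-142-5p (6.217 and 9.47) and miR-146b-5p (7.379 and 10.9). The paper's ratio for miR-205-5p is 135.506 and here it was 546, and the paper's control median is 3.22 where it was 1.20 here. For miR-222-3p the paper gives a ratio of 9.392 and a control median of 2.74, against 25.4 and 1.20 here. For miR-205-3p the paper gives a ratio of 9.137 with medians of 2.56 in curcumin tumors and −0.63 in controls, against 211, 0.69 and −7.03 here. For miR-711 the paper gives a ratio of 0.222 with medians of 0.89 and 3.07, against 0.00779, −7.03 and −0.026 here. For miR-1199-5p the paper gives a ratio of 0.261 with medians of −1.29 and 0.65. Here both medians were at the floor of −7.03, so their ratio was 1. All of these values here came within the paper's with the deposited values. For the ratio and the control median of miR-205-5p this was also so without control replicate 1, 2 or 4. The other alternatives set before the data were examined did not close any of these differences. Of the settings chosen after seeing the values, the deposited values with either t-test closed all of them. The detection floor closed those of the curcumin median of miR-711 (0.66) and the control median of miR-1199-5p (0.97). With it the ratio for miR-205-5p was 215 and its control median 2.55, nearer to the paper's values but not counted as closed.

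The paper lists miR-1199-5p as changed, and here it did not pass the threshold (adjusted p = 0.687). It passed with the deposited values (adjusted p = 0.00700) and, in settings chosen after seeing the values, with the deposited values and the methods' t-test with equal (0.0225) or unequal variances (0.0233). Of the miRNAs of Table S1, 21 did not pass here. With the deposited values 19 of these passed, with the methods' t-test with equal variances 7, with a floor of 1 6, with only detected miRNAs 4, with scaling to the 75th percentile 3 (miRNAs detected on all arrays) or 2 (all), and with the t-test with unequal variances 1. In settings chosen after seeing the values, all 21 passed with the deposited values and either t-test, 10 with normexp, 8 with the miRNAs with 1 value left out and 5 with the detection floor.

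The paper's ranking of the strongest rises and falls shares 7 of 10 rises and 6 of 10 falls with the ranking here. Here miR-338-3p, miR-199a-5p and miR-142-3p are among the rises and miR-501-3p, miR-5103, miR-669e-5p and miR-362-5p among the falls, and miR-501-3p and miR-711 rank before miR-211-5p because of values at the floor.

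The paper's clustering separates the diets fully, and here 11 of 13 tumors lay with their diet. The diets were fully separated with the deposited values, a floor of 1 and the 100 miRNAs of highest variance. Only detected miRNAs, a choice that uses the diet labels, separated them too. So did the detection floor, which was chosen after seeing the values. The diets were also fully separated without control replicate 5 or 6 (12 of 12).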

Other observations

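The tests of the floor, of a shared rise of the host miRNAs, of the GU repeats and of miR-205-5p against miR-211-5p were chosen after the result was seen. Table S1 had been read before any test was chosen.

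Several technical explanations for the difference between the diets were weighed. Of 100 splits of the 13 tumors into 7 and 6, the split by diet and others drawn at random, 1 gave as many limma calls as the diets, which was the split by diet itself, so chance can be excluded at this number of splits. The next largest count, 101, came from a split that exchanged 1 curcumin tumor for 1 control. A slide effect is argued against, since 141 miRNAs passed with the slide as a block. A difference in RNA input is argued against, since neither the total signal (exact permutation p = 0.498) nor the number of detected miRNAs (exact permutation p = 0.865) differed between the diets, and with the total signal as a covariate 200 miRNAs passed, 160 of them among the 171. The floor is argued against as the whole cause, since 101 of the calls were detected on all arrays. The position on the slide cannot be told apart from the diet, because 0 of the lines of array positions held both diets. A check of GC content was void, because a sequence was given for 17 of 304 detected miRNAs (5.59%, where 80% are needed). Position and GC content therefore stay open beside an effect of the diet. The mice were housed in groups and the sample labels do not give the cage, so a cage effect stays open as well. The tests treat the tumors as independent.

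The 2 control tumors that clustered with the curcumin tumors may be there because of the floor. With a floor of 1, 13 of 13 tumors lay with their diet. So they did with the detection floor, the deposited values and only detected miRNAs, a choice that uses the diet labels. However, all 13 also did so with the 100 miRNAs of highest variance, where the floor was kept. After scaling to the 75th percentile of all miRNAs, where the floor was lower, and with normexp, both control tumors lay with the controls and curcumin tumor 5 was the only one outside the cluster of its diet (12 of 13). The floor therefore cannot be told apart from the choice of miRNAs and of the scaling as the cause. A biological difference of these 2 control tumors was not tested.

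The lists of miRNAs known from other cell types moved in different directions. The hematopoietic list had a median log2 fold change of 2.31 (fry adjusted p = 0.000812, 5 of 5 members higher), with 5 members past the threshold over all miRNAs and 5 adjusted over the lists alone. It holds miR-142-5p, which the paper lists in Table 1, and miR-150-5p, which was detected on no control array and was at least 9.80-fold higher in curcumin tumors. The fibroblast list had a median of 2.18 (adjusted p = 0.000181, 5 of 6 higher), with 3 members past the threshold and 4 adjusted over the lists alone, while miR-143-3p and miR-145-5p did not change detectably (adjusted p = 0.687 and 1). The endothelial list had a median of 0.90 (adjusted p = 0.0185, 2 of 2 higher; 0 members past the threshold and 2 adjusted over the lists alone). The skeletal muscle list had a median of 2.20 (adjusted p = 0.127, 4 of 4 higher; 1 and 1) and the erythroid list one of −0.94 (adjusted p = 0.399, 0 of 2 higher; 0 and 0), where miR-486-5p was not tested. The miR-17-92 cluster fell, with a median of −0.95 (adjusted p = 0.00191, 0 of 6 higher; 5 members past the threshold and 6 adjusted over the lists alone). The melanocytic list, miR-211-5p and miR-204-5p, had a median of −2.83 (adjusted p = 0.0283, 0 of 2 higher; 1 and 1). With camera the calls of the hematopoietic and fibroblast lists and of the miR-17-92 cluster held, and those of the endothelial (adjusted p = 0.0684) and melanocytic lists (adjusted p = 0.0788) did not. Except for miR-142-5p and miR-211-5p no member is in Table 1, and no miRNA is in more than 1 list.

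A candidate explanation for the host miRNAs is a lower share of tumor cells in the curcumin tumors, which the paper reports to be smaller. That would raise the miRNAs of all host cell types alike. Over the members detected on all arrays, the hematopoietic list (3 miRNAs) rose by 0.92 more on the log2 scale than the endothelial one, which had 1 such member, miR-126-3p (smallest of 10 adjusted exact permutation p-values, 0.0175). In all, 6 of 10 pairs of lists passed the threshold, and each includes a list with 1 such member. The hematopoietic and fibroblast lists (3 and 5 miRNAs) did not differ detectably (p = 0.142 in the same permutation test). The single miRNAs did not rise alike, however. After the mean over the 11 host miRNAs detected on all arrays was subtracted from each array, they still differed between the diets (exact permutation p = 0.00175), and so did the 8 of the hematopoietic and fibroblast lists (exact permutation p = 0.000583, the smallest that the groups allow). The log2 fold changes of the 5 fibroblast miRNAs ranged from −0.05 to 2.55. This argues against a lower share of tumor cells as the whole cause, as far as these miRNAs come from host cells alone. More blood-derived cells or fibroblasts in the curcumin tumors, or a change within these cells or the tumor cells, stay open and were not tested.

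The rise of miR-205-5p might come from skin epithelium taken with the tumors, where this miRNA is also made. The other epithelial miRNAs did not rise as a set (median 0.40, fry adjusted p = 0.149; 3 of 6 higher, 0 past the threshold and 2 adjusted over the lists alone). As 5 of the 6 were detected on no array, a small share of epithelium cannot be told apart from a change in the tumor cells. The only detected member, miR-203-3p, was detected in 5 of 7 curcumin and 2 of 6 control tumors and had a log2 fold change of 0.79 (adjusted p = 0.0517).

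A relation between the strands of the miR-205 hairpin could not be established, because miR-205-3p was detected in 2 of 7 curcumin tumors, with 2 further values at the floor, and in 0 of 6 controls. Its values in the other tumors are below detection. Over all curcumin tumors Pearson r was 0.88 (exact permutation p = 0.0167, adjusted over 3 computed relations 0.025; Spearman rho = 0.76, p = 0.0563). Without the 2 tumors farthest from the median r was 0.26, so that the value rests on those tumors. With the deposited values r was 0.94 in curcumin tumors (exact permutation p = 0.00873) and 0.82 in controls (exact permutation p = 0.0292), and 0.24 and 0.58 without the 2 farthest tumors.

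In the deposited values miR-205-5p and miR-211-5p varied inversely among the 7 curcumin tumors (Pearson r = −0.89, exact permutation p = 0.00833, adjusted over 2 relations 0.0167; Spearman rho = −0.85, p = 0.0246), and r was −0.87 without the 2 tumors farthest from the median. In the 6 controls r was −0.42 (exact permutation p = 0.403). miR-211-5p was detected in 4 of 7 curcumin tumors and miR-205-5p in 3 of 6 controls, so that part of these values is below detection. The difference between the groups was not tested. No correlation within a slide was computed, where at most 4 tumors share a diet, so a part of the slide in this relation stays open.

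miR-466h-5p, miR-669b-5p, miR-1187 and miR-3082-5p, all of Table 1, fell together. Mir466h and Mir669b lie in Sfmbt2 in GRCm38.p6, while Mir3082 overlaps Jmjd8 and Stub1, and Mir1187 overlaps no gene of the table. A candidate explanation is their shared sequence, runs of alternating G and U of 7, 6, 11 and 10 bases in the order named, against 2 to 3 in the 16 other miRNAs of Table 1. After subtraction of the group means, miR-1187 and miR-3082-5p followed miR-466h-5p with r = 0.897 and r = 0.936 over the 13 tumors, where the 95th percentile over 233 other miRNAs detected on all arrays was 0.427. miR-669b-5p, which shares a gene with it, had r = 0.986. This is consistent with probes that respond to similar RNA, as a hypothesis. Shared regulation of separate genes was not tested and stays open.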
